A study of Mus musculus with 6 samples.

How the data were processed

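Gene expression was measured in wild-type mouse liver with Affymetrix arrays of the Mouse Gene 1.0 ST type, a single-channel oligonucleotide array that summarises many probes into a transcript cluster for each gene. The livers came from mice of 12 to 14 weeks that had been fasted or refed, 9 mice in each condition. Similar amounts of total RNA from 3 mice of the same condition were pooled before amplification and hybridised to a single array, which gave 3 fasted and 3 refed arrays. The mice differ between pools, and a pool hides the variation among its own mice. The length of the fast, the length of refeeding, the sex of the mice and the hour of sampling were not given in the sources used here.

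The authors deposited background-corrected, normalised and summarised log2 values for 34760 transcript clusters in each of the 6 arrays, made by RMA (robust multi-array average) in Affymetrix Expression Console version 1.3.1.187 according to the submitters' processing notes. The medians of the 6 arrays lay between 6.73 and 6.81. The authors also deposited an annotated table of 28350 transcript clusters with the log2 fold change, p-value and adjusted p-value of their own comparison of livKOR with livWTR, as the table names its groups. The tool behind those p-values was not given in the sources used here. The abbreviations are not spelled out either, and the values of this comparison are given as the authors' own, with no error or n. The same table held 12 further columns of values per array. They were not tied to a labelled sample, as their names are not spelled out. Their values were neither compared with the 6 arrays nor used. Arrays give no depth, so the number of arrays limits the precision of each value, and signal over background could not be assessed from summarised values.

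Gene symbols, chromosome positions and a cross-hybridisation type for each transcript cluster were taken from the annotated table, whose description text names NCBIM37. Positions are those of that table. Of the 34760 transcript clusters, 27619 were in both tables, 24446 of them with 1 gene symbol, 2 with several and 3171 with none, and 7141 had no entry in the annotated table. The mean of the refed arrays was set against the livWTR mean of the annotated table for each transcript cluster, to check that identifiers stood for the same thing in both tables. A gap of over 1 on the log2 scale was found for 558 transcript clusters, 542 of them of a cross-hybridising type, and these were left out by a filter chosen after the files had been seen. The 23888 transcript clusters kept had a median absolute gap of 0.0617 and a Pearson correlation of 0.9975 between the tables, across transcript clusters, against 0.9729 over all 27619 before the filter. Of these, 1560 are of a cross-hybridising type. For the 1561 genes with several transcript clusters, the one with the highest mean over all 6 arrays stood for the gene. This left 21531 genes, of which 20851 had their symbol in the mouse RefSeq gene table of GRCm38.p6 as a symbol or a synonym. Control probe sets were left out, and no filter was set on dim genes.

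Fasted and refed arrays were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes on the log2 values with the group as the only term. Changes are the fasted mean minus the refed mean on the log2 scale, with 95% confidence intervals from the same fit. The p-values are from limma's moderated test, taken in both directions and adjusted by the Benjamini-Hochberg method over the 21531 genes. A gene was called changed at an adjusted p under 0.05. An exact permutation test of a single gene in 3 arrays against 3 cannot give a p below 0.1, so none was used. Gene lists were tested on the same fit with limma's camera at a preset correlation of 0.01 between genes, adjusted over 44 lists with at least 5 measured members. Of these, 28 lists cover metabolism, protein synthesis and folding, the clock and stress responses. The other 16 cover markers of cell types, sex-biased and sex-linked genes, major urinary proteins, small nucleolar RNAs and histones. Beside camera, the tests were repeated with a correlation estimated for each list, on ranks, and with limma's fry, which asks whether a list's genes move on balance one way without comparing them with other genes. Camera too asks for a shift one way. Fry's mixed test asks whether a list's genes move in either direction, and its values are given only where it is named. For each list the number of changed members is given over all genes, and adjusted over the list alone where that differs.

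The design, the gene lists and the rule for the genes named were fixed before the data were examined. The rule took the 10 largest increases and the 10 largest decreases among changed genes whose 3 values in one group all lay above the 3 of the other, up to 4 members of each list with the smallest adjusted p, every gene behind a count of 5 or fewer, and 16 genes whatever their values. Of those 16, 3 are not reported here, and the others were Maf1, Pck1, G6pc, Ppargc1a, Cpt1a, Fgf21, Srebf1, Fasn, Scd1, Igfbp1, Cyp7a1, Per1 and Nr1d1. The alternatives tried were the replicate number as a block, eBayes with trend and robust settings, array weights, a further quantile normalisation, centring each array on its median, filters at the 30th percentile and at the median of the mean level, the mean of all transcript clusters of a gene, other thresholds, and each array left out in turn. Added after seeing the data were the arrays fasted 3 and refed 2 left out together, transcript clusters of cross-hybridisation type 1 alone, the transcript clusters with differing refed means kept, and a variance prior taken from all 34760 transcript clusters. A new background correction could not be made from summarised values. The values per array of the annotated table, and slide or scan date as a block, were not tried either, since no column was tied to a sample and no date was at hand.

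The gene and list tests were first run on simulated data, 6 arrays of 21531 genes drawn from the real means and spreads, with 200 genes shifted by known amounts and a list of 30 more shifted by 0.3. At a shift of 0.5 on the log2 scale 38 of 50 genes were recovered, and at shifts of 1, 1.5 and 2 all 50 were recovered. Of the list 5 genes were called. Of 211 calls, 18 were false (8.5%), and 2 of 200 unchanged lists had a camera p under 0.05. The simulated genes were drawn independently of each other. These figures therefore do not show how the tests behave where the genes of a list are correlated. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.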

Results

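Liver RNA of fasted and refed wild-type mice was profiled on 6 arrays, 3 per condition, each holding a pool of 3 mice. The comparison asks which transcripts differ in level between the fasted and the refed liver, as a background for work on Maf1, a repressor of RNA polymerase III. Values below are RMA log2 values, given as mean ± SD with n = 3 pools, and changes are fasted minus refed. Across all 21531 genes, the Pearson correlation between arrays was 0.994 to 0.996 within a condition and 0.990 to 0.994 between conditions. The first principal component held 41.0% of the variance and separated the fasted arrays, with scores of 11.1 to 18.1, from the refed arrays, with scores of -18.3 to -8.47. The second held 26.8% and set fasted 3 (-18.6) and refed 2 (-14.3) apart from the other 4 arrays (5.60 to 12.1).

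**Figure D1:**
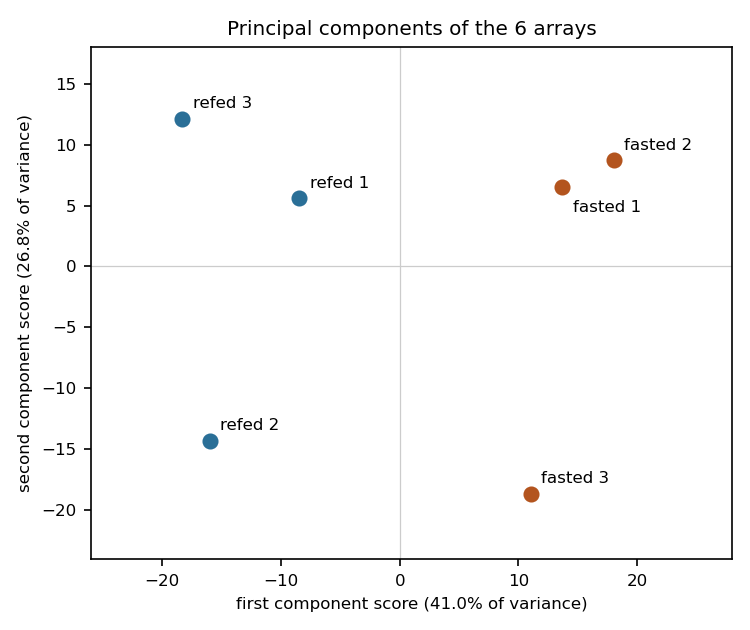
Scores of the 6 arrays on the first principal component (x axis, 41.0% of the variance) and the second (y axis, 26.8%), over 21531 genes, with fasted arrays in orange and refed arrays in blue. Fasted and refed arrays lie on opposite sides of 0 on the first component, and fasted 3 and refed 2 lie below 0 on the second.

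Among the changed genes, members of fatty acid oxidation, lipid storage and glucose output were higher in the fasted liver, and chaperones of the endoplasmic reticulum and the cytosol and factors of ribosome assembly were lower. As groups these lists passed in camera at its preset correlation, and none passed with an estimated correlation (adjusted p of 0.184 or more, 4 of 44 lists at an unadjusted p under 0.05). By fry the chaperone lists alone passed. The clock genes moved in both directions. By limma, 651 of the 21531 genes changed, 302 of them higher and 349 lower in the fasted liver, and 234 passed an adjusted p of 0.01. In each of the 651 the 3 values of one condition all lay above the 3 of the other. This was so for 4053 (18.8%) of all genes, where chance gives 10%. Most changes were small, with a median size of 0.56 among the 651, a smallest of 0.35, and 51 genes (15 higher and 36 lower) that differed by at least 2-fold. The number of calls fell whichever array was left out. Fewer arrays also mean less power, and how much of the fall comes from that was not tested. The number was 266 (99 higher, 167 lower) without fasted 1, 392 (180 higher, 212 lower) without fasted 2 and 555 (329 higher, 226 lower) without fasted 3. It was 482 (224 higher, 258 lower) without refed 1, 616 (240 higher, 376 lower) without refed 2 and 336 (169 higher, 167 lower) without refed 3. Without both fasted 3 and refed 2 it was 413 (206 higher, 207 lower). It was 186 (87 higher, 99 lower) with a variance prior from all transcript clusters, controls included.

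Among the changed genes, the largest increase was that of Rgs16, a regulator of G protein signalling (transcript cluster 10350733, chromosome 1, 155587478 to 155592598), at 11.24 ± 0.12 in fasted and 9.002 ± 0.009 in refed liver, a change of 2.24 (95% interval 2.04 to 2.43, 4.71-fold, limma adjusted p = 1.31e-06). It was followed by Acot3, a peroxisomal acyl-CoA thioesterase (1.54, 2.90-fold), Txnip, an arrestin-like inhibitor of glucose uptake and thioredoxin (1.40, 2.63-fold), Clec2h (1.297), the water channel Aqp8 (1.29), Serpina7, which encodes thyroxine-binding globulin (1.29), 4930528F23Rik (1.28), the peroxisomal fatty acid transporter Abcd2 (1.20), the galectin Lgals4 (1.13) and the clock repressor Nr1d1 (1.13), with adjusted p values from 0.000232 (Lgals4) to 0.00776 (Clec2h). The call of Clec2h was lost without fasted 1 (adjusted p = 0.0543).

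Among the genes that passed, the largest decreases were those of 2 secreted proteins of the acute phase. Lcn2 (lipocalin 2, transcript cluster 10481627, chromosome 2, 32240156 to 32243259) was at 7.94 ± 0.35 in fasted and 11.11 ± 2.10 in refed liver, a change of -3.17 (95% interval -4.82 to -1.51, limma adjusted p = 0.0494). Orm2 (orosomucoid 2, transcript cluster 10505451, chromosome 4, 63023483 to 63026911) was at 8.38 ± 0.26 and 11.29 ± 1.59, a change of -2.90 (-4.16 to -1.64, adjusted p = 0.0208). In both, the refed SD came from refed 1, which stood at 8.69 for Lcn2 and 9.44 for Orm2, while refed 2 and refed 3 were at 12.16 and 12.47 for Lcn2 and at 12.25 and 12.16 for Orm2. The call of Lcn2 was lost when any array other than refed 1 was left out, with adjusted p up to 0.151. That of Orm2 was lost without fasted 1, fasted 2, fasted 3 or refed 3, with adjusted p up to 0.0805. The next decreases had tighter replicates. They were Creld2, an endoplasmic reticulum stress-induced protein (-2.12, 4.34-fold, adjusted p = 0.000181), the zinc finger gene Zfp9 (-2.06, adjusted p = 1.45e-05), the chaperones Hsph1 (-1.95, adjusted p = 5.10e-05) and Hspb1 (-1.64, adjusted p = 6.57e-05), Gm6484 (-1.63), the retinoic acid hydroxylase Cyp26a1 (-1.62), Derl3, a part of the machinery that clears misfolded proteins from the endoplasmic reticulum (-1.55), and Asns, asparagine synthetase (-1.55, adjusted p = 0.00361). These 8 calls held when any one of the 6 arrays was left out.

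**Figure D2:**
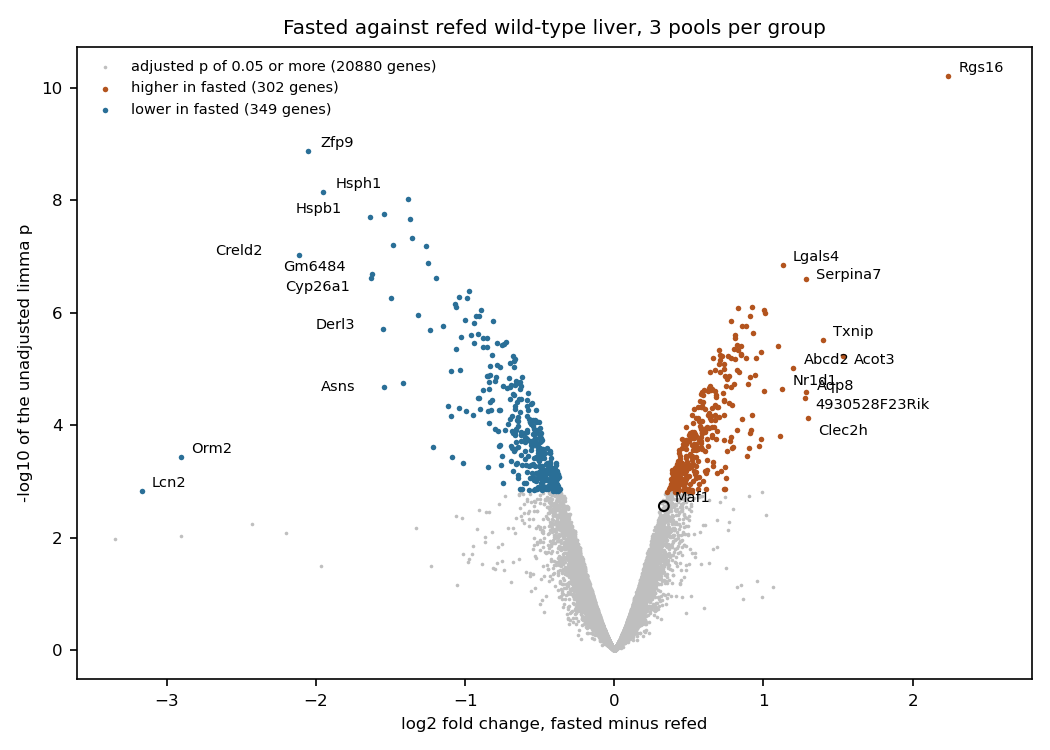
Log2 fold change (x axis, fasted minus refed) against -log10 of the unadjusted limma p (y axis) for 21531 genes, with 302 higher genes in orange, 349 lower genes in blue and the rest in grey. The 20 changed genes with the largest increases and decreases are labelled, and Maf1, circled, lies just below the changed genes with a log2 fold change of 0.33.

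Genes of fatty acid oxidation and ketogenesis were higher in the fasted liver as a group. All 37 measured members had a positive change, with a median of 0.23, and 7 rose (14 adjusted over the list alone). Those 7 were Acot3, Angptl4, Acot4, Cyp4a14, Acot2, Acaa1b and Ppara. Angptl4, a secreted inhibitor of lipoprotein lipase, was at 10.38 ± 0.06 against 9.28 ± 0.28 (1.10, 2.14-fold, limma adjusted p = 0.00146). Ppara, the nuclear receptor that controls hepatic fatty acid oxidation, was at 11.81 ± 0.05 against 11.23 ± 0.07 (0.57, adjusted p = 0.00499), and Cyp4a14, a fatty acid hydroxylase, changed by 0.91 (adjusted p = 0.0111, lost without fasted 1 at 0.0697). Other known markers of fasting in this list changed less. Cpt1a, the entry step of mitochondrial oxidation, had a change of 0.33 (adjusted p = 0.0603) and Fgf21 of 0.18 (adjusted p = 0.419), neither of which passed, although Cpt1a passed in 5 of the alternatives. Fgf21 was dim, at 6.50 ± 0.08 against 6.31 ± 0.10, below the array medians of 6.73 to 6.81. Its signal over background is unknown, so a change in it may have been missed. Camera gave the list an adjusted p of 5.11e-18, and the adjusted p with an estimated correlation was 0.463.

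In the gluconeogenesis list 3 of 17 members rose (8 adjusted over the list alone), with a list median of 0.25. They were the coactivator Ppargc1a (0.63, limma adjusted p = 0.0151), Pck1 (13.18 ± 0.07 against 12.61 ± 0.22, 0.56, adjusted p = 0.0232) and G6pc (13.43 ± 0.04 against 12.93 ± 0.17, 0.49, adjusted p = 0.0251). The last 2 encode phosphoenolpyruvate carboxykinase and glucose-6-phosphatase. All 3 calls were lost without fasted 1, fasted 2, refed 1 or refed 3, with adjusted p up to 0.0886, 0.105 and 0.116. The list had a camera adjusted p of 1.41e-07, and an adjusted p of 0.224 with an estimated correlation. In glycogen metabolism 3 of 13 genes changed (4 adjusted over the list alone, with Ppp1r3c at -0.40). The phosphatase targeting subunit Ppp1r3b fell by 0.63 (adjusted p = 0.00331), and Ppp1r3g, another such subunit (0.66), and Phka2, a phosphorylase kinase subunit (0.51), rose. The calls of Ppp1r3g and Phka2 were lost without fasted 1 (adjusted p up to 0.0730 and 0.126), among others. Neither this list nor the 17 genes of glycolysis and glucose uptake were called by camera, with adjusted p of 0.264 and 0.503. Camera asks for a shift one way, and fry's mixed test gave the 2 lists adjusted p of 6.65e-05 and 0.000549.

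Lipid droplet genes were higher in the fasted liver, with 5 of 17 members up (10 changed adjusted over the list alone) and a list median of 0.34. The droplet coat protein Plin2 was at 12.19 ± 0.04 against 11.18 ± 0.17 (1.00, 2.01-fold, limma adjusted p = 0.000719). Lpin2, a phosphatidate phosphatase (0.83), the lipase inhibitor G0s2 (0.77), Plin4 (0.65) and Cidec (0.58), both droplet proteins, also rose, and all 5 calls held whichever array was left out. By camera the adjusted p was 1.96e-08, and the adjusted p with an estimated correlation was 0.224. Among 24 genes of de novo lipogenesis 3 rose and 2 fell (10 changed adjusted over the list alone), and the list was not called by camera (adjusted p = 0.312). Its members moved both ways, which camera does not test, and fry's mixed test gave an adjusted p of 6.21e-05. The elongase Elovl5 (0.71, adjusted p = 0.00183), the acetyl-CoA synthetase Acss2 (0.67) and the acyltransferase Gpam (0.46) rose, and Mid1ip1, an activator of acetyl-CoA carboxylase (-0.54), and the elongase Elovl6 (-0.50) fell. The call of Acss2 was lost only without fasted 1 (limma adjusted p = 0.0503). Those of Gpam and Elovl6 were lost in 4 and 5 of the 6 fits with an array left out, fasted 1 among them (up to 0.131 and 0.106). Srebf1, which encodes the lipogenic transcription factor, had a change of -0.10 (95% interval -0.31 to 0.10, adjusted p = 0.753), Fasn of -0.26 (-0.46 to -0.06, adjusted p = 0.194) and Scd1 of 0.10 (-0.08 to 0.28, adjusted p = 0.725). Scd1 was at 13.965 ± 0.026 against 13.869 ± 0.038, near the highest values of the arrays (14.22 to 14.34). Whether its signal was saturated was not tested.

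No gene of cholesterol synthesis among 25 passed in limma, over all genes or over the list alone, and 5 had an unadjusted p under 0.05. The list median was 0.15, with a camera adjusted p of 0.00558 that became 0.120 without fasted 1 and 0.308 without refed 2, and an adjusted p of 0.755 with an estimated correlation. In bile acid synthesis and transport 4 of 18 genes changed (8 adjusted over the list alone), and the list median was 0.15 (camera adjusted p = 0.000320, adjusted p = 0.507 with an estimated correlation). Both subunits of the sterol exporter rose, Abcg8 by 0.81 (limma adjusted p = 0.00125) and Abcg5 by 0.41 (adjusted p = 0.0277), as did Hsd3b7 (0.59), an enzyme of bile acid synthesis. Cyp7b1, the oxysterol hydroxylase of the acidic pathway, fell by 1.02 (adjusted p = 0.0246). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at 12.65 ± 0.08 against 12.59 ± 0.30, a difference within the spread of the refed pools (0.07, 95% interval -0.23 to 0.36) that turned to -0.09 without refed 3. The call of Hsd3b7 was lost only without fasted 1 (limma adjusted p = 0.0679). Those of Abcg5 and Cyp7b1 were each lost in 4 of the 6 fits with an array left out, fasted 1 among them (up to 0.127 for each).

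Chaperones made up the clearest lower group. All 16 measured heat shock genes had a negative change, with a median of -0.75, and 11 fell (13 adjusted over the list alone). Hsph1, a nucleotide exchange factor of HSP70, was at 8.05 ± 0.23 in fasted and 10.01 ± 0.13 in refed liver. Hspa1a, an inducible HSP70 (-1.54, limma adjusted p = 6.57e-05), Hspb1 (-1.64) and the co-chaperone Stip1 (-1.04, adjusted p = 0.000566) fell too. The transcript clusters behind Hspa1a and Hspb1 are of a cross-hybridising type. For Hspa1a the other 2 transcript clusters differed by -1.16 and -0.21. For Hspb1 another cross-hybridising cluster, on chromosome 5, differed by -1.76, and a dim one of type 1, on chromosome 13, by 0.07. The list had a camera adjusted p of 1.63e-22 and an adjusted p of 0.184 with an estimated correlation, and fry gave 0.00998. Of 27 chaperones and folding factors of the endoplasmic reticulum 26 had a negative change, with a median of -0.40, and 11 fell (21 adjusted over the list alone). Syvn1, a ubiquitin ligase of endoplasmic reticulum-associated degradation, was at 10.11 ± 0.11 against 11.49 ± 0.03 (-1.38, adjusted p = 5.18e-05). Manf, a secreted stress-response factor, changed by -1.36 (adjusted p = 0.000125), Sdf2l1, a co-chaperone, by -1.49 (adjusted p = 0.000139) and Creld2 by -2.12. For this list the camera adjusted p was 5.77e-25, with 0.224 when the correlation was estimated and 0.0250 by fry.

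Genes of ribosome assembly were lower in the fasted liver. Of 36 measured, 34 had a negative change, with a median of -0.29, and 9 fell (21 changed adjusted over the list alone). The nucleolar proteins Nop58 (7.08 ± 0.14 against 7.92 ± 0.19, -0.84, limma adjusted p = 0.00325), Nop56 (-0.83, adjusted p = 0.00515) and Nolc1 (-0.65, adjusted p = 0.00335) held their calls whichever array was left out, and Rrp12 (-0.65, adjusted p = 0.00810) lost it without fasted 1 (0.0534). Camera gave this list an adjusted p of 1.99e-15, and the adjusted p with an estimated correlation was 0.507. The ribosomal proteins did not follow. Of 86 measured, 1 fell (0 adjusted over the list alone), Rpl7l1 (-0.42, adjusted p = 0.0461, up to 0.189 without single arrays, refed 3 among them), which is a ribosomal protein-like factor. The list median was -0.03 and the camera adjusted p 0.264. That p was 0.0374 without fasted 2 and 0.0462 without refed 2, and the direction turned without fasted 3 or refed 3.

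Among 20 aminoacyl-tRNA synthetases 3 fell, Wars (-0.59, limma adjusted p = 0.00495), Farsa (-0.55) and Iars (-0.56), with a list median of -0.15 (camera adjusted p = 0.000924, 0.151 without fasted 3, adjusted p = 0.632 with an estimated correlation). The transcript cluster that stood for Iars, the brighter one, lies on chromosome 1 and cross-hybridises. A second one of type 1, on chromosome 13, differed by -0.40 (9.51 in fasted and 9.91 in refed liver). The calls of Farsa and Iars were each lost in 2 of the 6 fits with an array left out, refed 3 among them (limma adjusted p up to 0.0670 and 0.0697). Of 66 genes grouped as translation factors 4 fell (6 changed adjusted over the list alone), with a list median of -0.05 (camera adjusted p = 0.0120, 0.790 without fasted 3, 0.140 without refed 3, adjusted p = 0.755 with an estimated correlation). The larger changes of that list were in Eif4ebp3 (-0.99, adjusted p = 0.00636), a repressor of cap-dependent translation, and Eif2ak3 (-0.72, adjusted p = 0.00372), the stress kinase PERK of the endoplasmic reticulum, neither of which is a factor that drives translation. The others were the initiation factors Eif1a (-0.52) and Eif1b (-0.49), whose calls were lost without fasted 2 or refed 3, among others. Of 24 genes of the amino acid response 2 fell, Asns and the amino acid transporter Slc7a5 (-0.48, adjusted p = 0.0342, up to 0.143 without single arrays, fasted 1 among them). Adjusted over the list alone they were 5, with Ddit3 (-0.42), Ddit4 (-0.36) and Slc3a2 (-0.28). The camera adjusted p was 0.0201, 0.174 without fasted 1 and 0.0572 without refed 2, and the adjusted p with an estimated correlation 0.632. In the urea cycle and amino acid catabolism 2 of 28 rose, Amt (0.55), of the glycine cleavage system, and Arg1 (0.37), arginase. Their calls were lost in 4 and 5 of the 6 fits with an array left out, fasted 1 among them (limma adjusted p up to 0.145 and 0.165). The median of that list was 0.14, which became 0.08 without fasted 1 and 0.06 without refed 3, with a camera adjusted p of 0.000293 (0.00861 and 0.0104 without these arrays) and an adjusted p of 0.632 with an estimated correlation.

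The machinery of RNA polymerase III was measured through 29 genes, and 1 of them fell, Gtf3c6, a TFIIIC subunit, at 8.38 ± 0.25 against 8.92 ± 0.05 (-0.54, limma adjusted p = 0.0346, up to 0.0945 without single arrays, fasted 1 among them). The list median was -0.08 (camera adjusted p = 0.322). Of 6 genes matched as polymerase III transcripts none passed in limma over all genes or the list alone, and 2 had an unadjusted p under 0.05. The matching by name pattern took in Trnau1ap, which is a protein-coding gene. The list median was 0.09, with a camera adjusted p of 0.142 that became 0.0434 without fasted 3 and 0.0299 without refed 3.

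**Figure D3:**
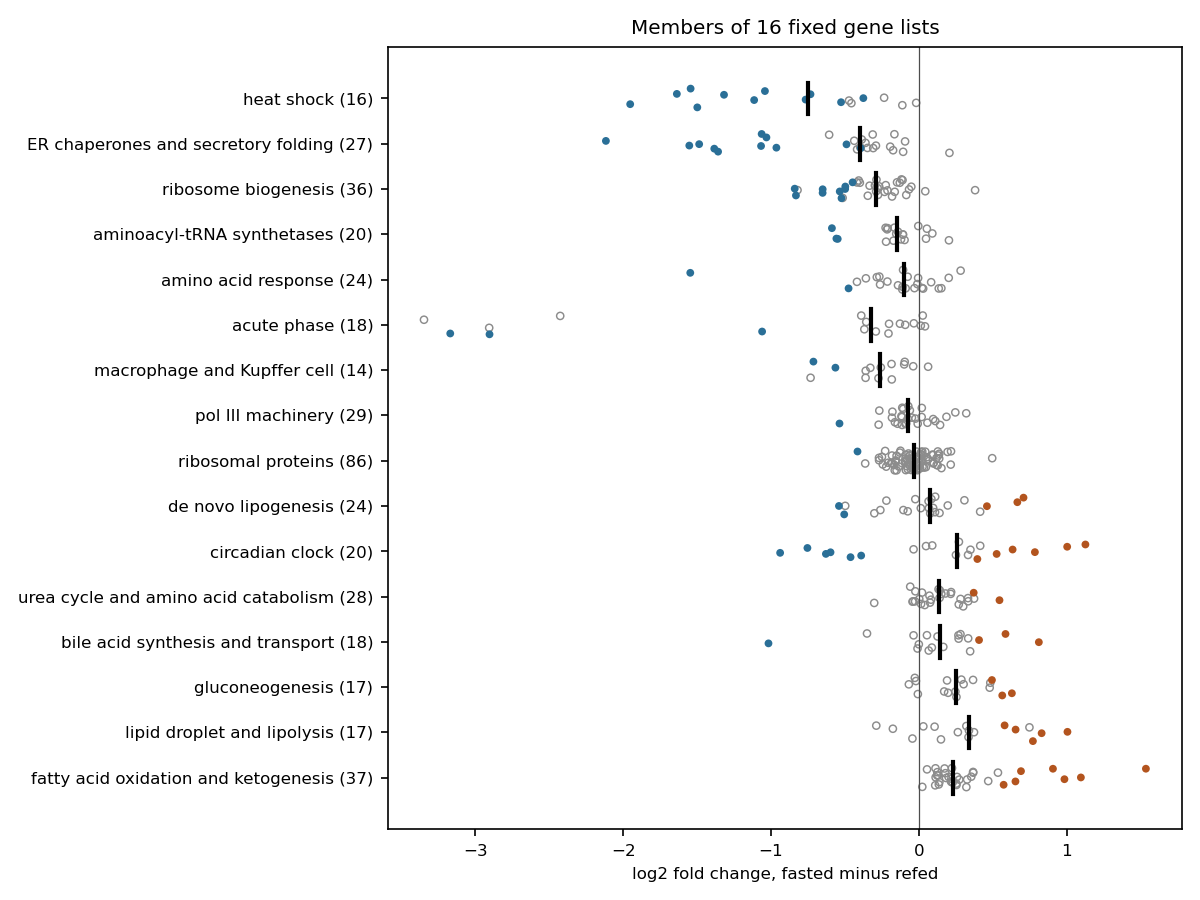
Log2 fold change (x axis, fasted minus refed) of every measured member of 16 gene lists (y axis, with the number measured), filled orange where the member rose, blue where it fell and open where it did not pass, with the list median as a black bar. The medians run from -0.75 for heat shock genes to 0.34 for lipid droplet genes, and the clock list holds 6 genes that rose and 6 that fell.

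Of 20 clock genes 12 changed, 6 higher and 6 lower in the fasted liver (17 adjusted over the list alone). The repressor Nr1d1 was at 11.67 ± 0.22 against 10.55 ± 0.33 (1.13, limma adjusted p = 0.00375), and Gm129 (0.78, adjusted p = 0.00361), a repressor of the clock activators, and Per3 (0.63, adjusted p = 0.00368) rose as well. The activator Arntl was at 6.62 ± 0.04 against 7.56 ± 0.17 (-0.94, adjusted p = 0.000902), and Per2 at 9.26 ± 0.10 against 10.01 ± 0.04 (-0.75, adjusted p = 0.00145). Per1 did not pass (0.35, 95% interval 0.09 to 0.61, adjusted p = 0.178). Clock genes also follow the time of day, and the hour of sampling was not given for these mice. These changes, that of Nr1d1 included, are therefore not attributed to feeding. In the chromatin assay of the paper linked to this study, refed mice were sampled later in the night than fasted mice. Whether that holds here is not known. How far the hour of sampling bears on the other changes between the groups was not tested. The list median of 0.26 lies between members that went both ways. The camera adjusted p was 0.0333, 0.184 without fasted 1, 0.0576 without refed 1 and 0.0857 without refed 2, and the adjusted p with an estimated correlation was 0.680.

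Of 22 genes of autophagy and the lysosome 2 rose, Gabarapl1 (0.49, limma adjusted p = 0.0137) and the kinase Ulk1 (0.48, adjusted p = 0.0143). The call of Ulk1 was lost only without fasted 1 (0.0768). That of Gabarapl1 was lost in 3 of the 6 fits with an array left out, fasted 1 among them (up to 0.0667). The list median was 0.06, with a camera adjusted p of 0.0147 that became 0.120 without fasted 1, 0.0729 without fasted 2 and 0.163 without refed 2, and an adjusted p of 0.632 with an estimated correlation. Among 17 genes known to be repressed by insulin or driven by FOXO factors 3 changed (6 adjusted over the list alone). Txnip rose, the cell cycle inhibitor Cdkn1a fell by 1.04 (adjusted p = 0.00244) and Cited2 fell by 0.51 (adjusted p = 0.0448, lost when any one of the 6 arrays was left out, up to 0.146). Igfbp1, a classical gene repressed by insulin, was at 8.84 ± 0.17 against 7.83 ± 0.74 (1.02, 95% interval 0.40 to 1.63, adjusted p = 0.0874), and passed without refed 2 (1.43, adjusted p = 0.000222) and with array weights (1.22, adjusted p = 0.0213). That list was not called by camera (adjusted p = 0.622), and fry's mixed test gave an adjusted p of 0.000937. Of 18 genes of xenobiotic metabolism 1 rose, the nuclear receptor Nr1i3 (0.56, adjusted p = 0.0164, lost without fasted 1 or refed 3, up to 0.0925), and the camera adjusted p was 0.926.

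No member passed in limma over all genes or over the list alone among 14 immediate early genes (0 at an unadjusted p under 0.05), 21 interferon response genes (6), 28 cell cycle genes (0), 73 genes of the respiratory chain (5) and 39 of the proteasome (1). Their camera adjusted p values were 0.926, 0.0669, 0.926, 0.715 and 0.882. The median of the immediate early genes was -0.09 while camera gave an upward direction. The interferon value became 0.0349 without fasted 2, 0.0484 without fasted 3 and 0.00431 without refed 3.

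In the acute phase list 3 of 18 genes fell, Lcn2, Orm2 and Orm3 (6.48 ± 0.08 against 7.54 ± 0.27, -1.06, limma adjusted p = 0.00152), and 8 adjusted over the list alone. The list median was -0.32 (camera adjusted p = 1.04e-06, adjusted p = 0.507 with an estimated correlation). The change rests on refed 2 and refed 3, whose list means deviated by 0.82 and 0.98 from the mean over the 6 arrays, while refed 1 (-0.31) stood near the fasted pools (-0.54 to -0.43). Markers of macrophages and Kupffer cells, the resident macrophages of the liver, were lower in the fasted pools as well. Of 14 such markers 13 had a negative change, with a median of -0.27, and 2 fell, Vsig4 (9.66 ± 0.07 against 10.37 ± 0.24, -0.71, adjusted p = 0.00904) and C1qb (-0.56, adjusted p = 0.0346). Adjusted over the list alone they were 5, with C1qc (-0.73), Folr2 (-0.36) and Cd68 (-0.36). The call of Vsig4 over all genes was lost only without fasted 1 (limma adjusted p = 0.0543). That of C1qb was lost when any array other than refed 1 was left out (up to 0.128). The camera adjusted p of this list was 8.89e-06, and the adjusted p with an estimated correlation was 0.507.

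Markers of the sinusoidal endothelium had a median of 0.12 over 14 genes, none past the threshold in limma over all genes or the list alone (4 at an unadjusted p under 0.05). The mean of the list in refed 1, as a deviation from each gene's mean over the 6 arrays (0.12), lay above those of all 3 fasted pools (0.03 to 0.10), and the median became 0.23 without refed 1 and 0.06 without refed 3. Their camera adjusted p was 0.0120, 8.96e-06 without refed 1, 0.0674 without fasted 2, 0.0572 without refed 2 and 0.242 without refed 3, and the adjusted p with an estimated correlation was 0.733. Of 66 small nucleolar RNAs Snord14e fell by 0.82 (limma adjusted p = 0.00497) and Snora75 rose by 0.61 (adjusted p = 0.0307, lost without fasted 1, among others, up to 0.118). The list median was 0.11 (camera adjusted p = 0.000924, 0.0679 without fasted 1, adjusted p = 0.507 with an estimated correlation). Of 47 replication-dependent histone genes 39 had a negative change, with a median of -0.16, and 1 fell, Hist2h3c1 (-0.89, adjusted p = 0.000719), whose transcript cluster cross-hybridises. Adjusted over the list alone they were 3, with Hist2h2aa1 (-0.37) and Hist1h1c (-0.63). The camera adjusted p was 1.04e-06, and the adjusted p with an estimated correlation was 0.507. The other marker lists were not called by camera. Their adjusted p was 0.312 for 9 markers of cholangiocytes, the cells of the bile ducts, of which Sox9 fell by 0.53 (limma adjusted p = 0.0141, lost without fasted 1, among others, up to 0.0667). It was 0.455 for hepatocyte secreted proteins, 0.715 for stellate cells and fibroblasts, 0.506 for lymphocytes, 0.715 for neutrophils, 0.506 for red blood cells, 0.472 for adipocytes, 0.882 for pancreatic acinar cells, 0.926 for male-biased genes, 0.939 for female-biased genes, 0.882 for major urinary proteins and 0.237 for sex-linked genes. No member of these 11 lists passed over all genes, and Fmo2 (-0.33), a female-biased gene, passed adjusted over its list alone. Among the sex-linked genes Xist was dim, at 4.60 ± 0.09 in fasted and 4.65 ± 0.10 in refed liver. Ddx3y, on chromosome Y, was at 9.47 ± 0.26 and 9.22 ± 0.26, so the pools gave a male signal in both conditions.

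Over the 44 lists, camera with its preset correlation called 19, of which 10 were higher and 9 lower in the fasted liver. With an estimated correlation 0 were called, 4 had an unadjusted p under 0.05, and the lowest adjusted p was 0.184, for the heat shock genes. On ranks camera called 17. By fry 2 were called, the heat shock genes and the chaperones of the endoplasmic reticulum. The group statements above therefore rest on the preset correlation, except for these 2. All of these tests ask for a shift one way. Fry's mixed test, for changes in either direction, called 25 of the 44, the clock among them (adjusted p = 0.000426). It too makes no comparison with other genes.

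**Figure D4:**
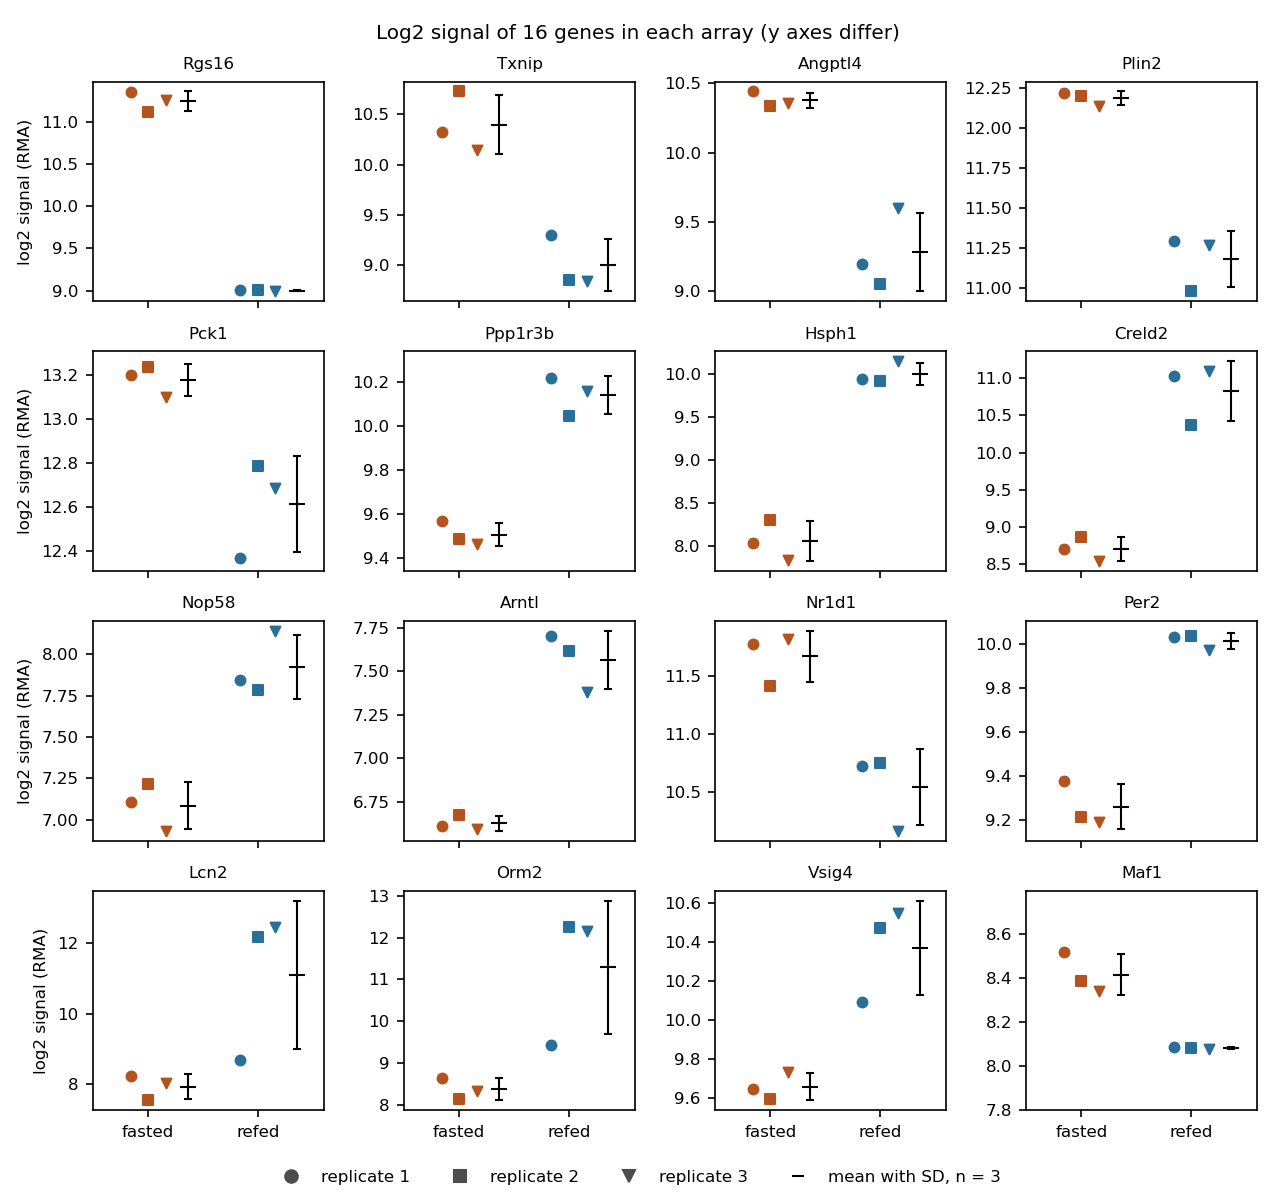
Log2 signal (y axes, RMA, with ranges that differ) of 16 genes in each fasted array (orange) and refed array (blue), with marker shapes for the replicate numbers and the mean with SD of the 3 arrays in black. Lcn2 and Orm2 stand apart through refed 1, at 8.69 and 9.44, whereas Rgs16 keeps an SD of 0.12 in fasted and 0.009 in refed liver.

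Maf1 itself (transcript cluster 10424833, chromosome 15, 76181736 to 76184805) was at 8.41 ± 0.09 in fasted and 8.08 ± 0.01 in refed liver. The change of 0.33 (95% interval 0.14 to 0.52, 1.26-fold) was higher in 3 of 3 fasted pools than in every refed pool but did not pass over all genes (limma adjusted p = 0.0697). It passed in 4 of the alternatives, with an adjusted p of 0.0321 with array weights, 0.0374 after a further quantile normalisation, 0.0482 with genes below the 30th percentile left out and 0.0340 with genes below the median left out. Over all the alternatives the adjusted p ran from 0.0321 to 0.254.

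The second comparison is the authors' own, livKOR against livWTR, and its values come from the authors' deposited table with no error given. In it, 18 of 28350 transcript clusters had an adjusted p under 0.05, 12 of them higher and 6 lower in livKOR, and 1872 had an unadjusted p under 0.05. The 18 carry 10 gene symbols, with 1 transcript cluster that has none. In the authors' deposited table Maf1 was at 6.78 in livKOR and 7.85 in livWTR, a log2 fold change of -1.07 (adjusted p = 0.000448). The transcript cluster without a symbol, 10424842 on chromosome 15 from 76184984 to 76188512, starts just past the end of Maf1. In the authors' deposited table it had the largest change of the 18, 2.97 (adjusted p = 2.08e-06). The other higher entries of the authors' deposited table were 4933409K07Rik and Gm3893 in 9 transcript clusters on chromosome 4, the thyroxine-binding globulin gene Serpina7 (1.22) and Angptl4 (0.94). The lower ones in the authors' deposited table were Selenbp2 (-1.16) and Selenbp1 (-0.71), which encode selenium-binding proteins, Hdhd3 (-0.80), Alad (-0.61), an enzyme of haem synthesis, and Entpd4 (-0.49). Rgs16 and Cyp4a14 had log2 fold changes of 2.16 and 1.34 in the authors' deposited table, with an adjusted p of 0.0662 each.

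Whether livWTR stands for the refed arrays is not stated in the sources used here. Before any filter on the gap between the tables, 75 transcript clusters of type 1 had a refed SD over 0.5, a choice made after the data were seen. Their livWTR means in the authors' deposited table lay a median of 0.062 from the refed means (0.060 over all 22344 of type 1), where independent groups with the same SD would lie 0.318 apart, and 0.387 from the fasted means, so a shared control is likely. Of the 2 genes tested in both that were higher in livKOR, Serpina7 and Angptl4, both were also among the 302 higher in the fasted liver. Of the 6 that were lower, 2 (Hdhd3 and Selenbp2) were among the 349 lower in the fasted liver. Hdhd3 and Selenbp2 changed by -0.47 and -0.75 between fasted and refed liver. Part of this overlap may come from refed arrays in both comparisons, which are too few to split. Across the 21531 genes, which are not independent replicates, the changes of the 2 comparisons had a Pearson correlation of 0.457 and a covariance of 0.0127. Unchanged groups simulated against the same controls gave a median correlation of 0.568 and a mean covariance of 0.00739.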

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

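4 of 3171 transcript clusters that have an entry in the annotated table but no gene symbol, and so entered no comparison above, had an adjusted p under 0.05 between fasted and refed liver, in a limma fit over all 34760 transcript clusters. They were 10552311 on chromosome 7 from 48745829 to 48746969 (-0.80), 10581990 on chromosome 8 from 118115070 to 118115173 (0.98), 10587776 on chromosome 9 from 90210748 to 90210918 (1.06) and 10474077 on chromosome 2 from 93308596 to 93308832 (1.23). They drew attention as a signal in data outside the gene comparison, and no explanation was tested. The same fit called 16 of 7141 transcript clusters without an entry in the annotated table and 175 transcript clusters in all.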

How the results depend on the processing

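The changed genes kept their direction in every alternative that tested them (634 of the 651 above the 30th percentile, 590 above the median, 651 in the rest) except cross-hybridisation type 1 alone, where 633 of 635 did. For most alternatives this was fixed in advance, since in each of the 651 the values of the 2 conditions did not overlap. Leaving out or weighting arrays, the block, the variance settings and the filters on level could not turn a direction. Only a new normalisation, centring or another choice of transcript clusters could. There Hspb1 turned to 0.074 through a different, dim transcript cluster (5.27 in fasted and 5.20 in refed liver). The cross-hybridising transcript clusters of Hspb1 on chromosomes 13 and 5 differed by -1.64 and -1.76, so the turn reflects the change of transcript cluster. With each array left out in turn, 266 to 616 genes changed, 99 to 329 higher and 167 to 376 lower. Without both fasted 3 and refed 2 the number was 413 (206 higher, 207 lower), and with the variance prior from all transcript clusters 186 (87 higher, 99 lower). At an adjusted p of 0.01 it was 234 (108 higher, 126 lower) and with a log2 change of at least 0.5 as well 430 (198 higher, 232 lower), lower by construction. Array weights gave 459 higher genes of 918. The number of changed genes stayed within 1.5 times of 651 in the other alternatives, from 457 to 887. The alternatives that left out the pair of arrays, used the prior from all transcript clusters, took type 1 alone or kept the differing transcript clusters (647 genes) were chosen after seeing the data. With the replicate number as a block 457 genes changed, 424 of them among the 651, but the numbers do not pair the arrays. Same-numbered arrays deviated with correlations of 0.069, -0.229 and -0.335, and not every array correlated best with its own number. The block ended 7 calls among 80 named changed genes, the variance prior from all transcript clusters 40, and leaving out fasted 3 and refed 2 together 29. Of those 80, 47 held whichever array was left out and 33 were lost without at least 1. Maf1 passed at 0.357 with array weights, at 0.337 after a further quantile normalisation, and at 0.332 with genes below the 30th percentile or the median left out, where fewer genes are tested. Cpt1a passed in the same 4 (adjusted p 0.0303, 0.0256, 0.0416 and 0.0275) and with trend and robust settings (0.0111), and Igfbp1 with array weights (0.0213), without refed 2 (0.000222) and without fasted 3 and refed 2 (0.00691). No other gene named as unchanged among those tracked passed in an alternative. Cyp7a1 ran from -0.091 to 0.204 over the arrays left out.

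Values for lists are camera adjusted p. With an estimated correlation 0 of the 19 lists were called, at 0.463 for fatty acid oxidation, 0.224 for gluconeogenesis, lipid droplets and endoplasmic reticulum chaperones, 0.755 for cholesterol synthesis and translation factors, 0.507 for bile acids, ribosome biogenesis and the acute phase, 0.632 for the urea cycle, aminoacyl-tRNA synthetases, the amino acid response and autophagy, 0.680 for the clock and 0.184 for heat shock. By fry only heat shock (0.00998) and endoplasmic reticulum chaperones (0.0250) stayed called, with 0.102 for fatty acid oxidation, 0.0633 for gluconeogenesis and lipid droplets, 0.121 for bile acids, 0.229 for the urea cycle, 0.118 for ribosome biogenesis and 0.168 for the acute phase. In every alternative with camera except the estimated correlation, 9 of the 15 main lists called stayed called, namely fatty acid oxidation, gluconeogenesis, lipid droplets, bile acids, the urea cycle, ribosome biogenesis, endoplasmic reticulum chaperones, heat shock and the acute phase. Without both arrays the value was 0.189 for cholesterol synthesis, 0.215 for translation factors and 0.0526 for the clock. Array weights gave 0.112 for translation factors and 0.0364 for the interferon response. On ranks the amino acid response was at 0.0749 and the clock at 0.122. Above the median level the amino acid response was at 0.0539, the clock at 0.204 and autophagy at 0.0592. The clock was at 0.0682 after a further quantile normalisation and at 0.0909 above the 30th percentile. For arrays left out in turn, the lowest and highest values were 1.71e-07 and 0.308 for cholesterol synthesis, 0.0299 and 0.390 for polymerase III transcripts, 0.0374 and 0.945 for ribosomal proteins, 8.69e-05 and 0.790 for translation factors, 7.08e-05 and 0.151 for aminoacyl-tRNA synthetases, 0.00744 and 0.174 for the amino acid response, 0.0159 and 0.184 for the clock, 0.000809 and 0.163 for autophagy, and 0.00431 and 0.30 for the interferon response. The median change of 8 called lists moved by over 1.5 times with an array left out, from 0.041 to 0.210 for cholesterol synthesis, 0.060 to 0.166 for the urea cycle, -0.095 to -0.025 for translation factors, -0.188 to -0.093 for aminoacyl-tRNA synthetases, -0.124 to -0.054 for the amino acid response, 0.039 to 0.122 for autophagy, 0.060 to 0.230 for the sinusoidal endothelium and 0.060 to 0.155 for small nucleolar RNAs. The cause was not tested for any of these.

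Lists that were not called and whose direction turned in some alternative were immediate early genes (0.986 after a further quantile normalisation, 0.971 above the 30th percentile, 0.972 above the median, 0.951 on ranks, 0.166 to 0.945 over the arrays left out) and the cell cycle (0.893 with array weights, 0.488 without both arrays, 0.482 to 0.995). Directions also turned for red blood cells (0.507 without both arrays, 0.120 to 0.886), pancreatic acinar cells (0.966 with array weights, 0.590 to 0.881), male-biased genes (0.967 with the block, 0.354 to 0.967), female-biased genes (0.926 with the mean of clusters, 0.974 for type 1 alone, 0.999 without both arrays, 0.994 on ranks, 0.717 to 0.963) and major urinary proteins (0.931 without both arrays, 0.0165 to 0.881). Only leaving out an array turned ribosomal proteins (0.945 without fasted 3, 0.646 without refed 3), xenobiotic metabolism (0.308 to 0.963), the respiratory chain (0.0910 to 0.965), the proteasome (0.0903 to 0.902), stellate cells (0.470 to 0.897), lymphocytes (0.0878 to 0.967) and neutrophils (0.254 to 0.988). The cause was not tested. The number of arrays limits the detection of small changes, as 38 of 50 simulated changes of 0.5 were recovered. Signal over background may limit it too, but is unknown and was not varied in the simulation.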

Other observations

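The tests in this part on the heat shock genes, the arrays fasted 3 and refed 2, the shared control and the splits of the arrays were chosen after the results were seen, except the test of cold-induced genes, whose prediction was written before their values were looked at.

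Most transcript clusters that passed in the authors' deposited table sit side by side on the chromosome. Among its 18 transcript clusters with an adjusted p under 0.05, 15 fall into 4 groups whose members lie within 1 Mb of each other, and 3 stand alone (Serpina7, Angptl4 and Entpd4). The largest group has 9 members between 41756706 and 42603472 on chromosome 4, named 4933409K07Rik and Gm3893, with log2 fold changes of 1.32 to 1.82 in the authors' deposited table. Its members 10504123 and 10504125 had the same means and the same log2 fold change (1.69) in the authors' deposited table. The members of this group may therefore read the same signal more than once. The others are Maf1 with its unnamed neighbour on chromosome 15, Selenbp1 with Selenbp2 on chromosome 3, and Alad with Hdhd3 on chromosome 4. Between fasted and refed liver, Alad changed by -0.05 (limma adjusted p = 0.908), Selenbp1 by -0.41 (adjusted p = 0.142) and Entpd4 by -0.13 (adjusted p = 0.587).

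The acute phase genes differed among the refed pools. The mean of the list, as a deviation from each gene's mean over the 6 arrays, was -0.43, -0.52 and -0.54 in the fasted pools, and -0.31 in refed 1, 0.82 in refed 2 and 0.98 in refed 3. Saa1, Saa2 and Saa3, which encode serum amyloid A proteins, had changes of -2.91, -3.35 and -2.43 between fasted and refed liver that did not pass (limma adjusted p = 0.142, 0.157 and 0.108).

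The heat shock genes were lower in fasted than in refed liver, with a median of -0.75 (-0.749). Uneven signal by brightness is argued against, since 10000 random lists matched on mean level had medians between -0.10 and 0.09 in their middle 95%. A lower body temperature in the fasted mice could lower heat shock genes and raise cold-induced ones, and here Cirbp rose by 0.52 (limma adjusted p = 0.0228) while Rbm3, on a cross-hybridising transcript cluster, had a change of -0.014, so the pair does not decide. Handling stress in the refed mice is open too, as the immediate early genes had a camera adjusted p of 0.926. Feeding state, the difference the design names, remains among the open explanations as well. So does the hour of sampling, which may differ between the groups and was not tested.

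The arrays fasted 3 and refed 2 deviated together from their group means, with a correlation of 0.447 across genes. Blood in both pools stays open. The red blood cell list deviated by 0.457 in refed 2 and by 0.078 in fasted 3, the neutrophil list by 0.118 and 0.112 and the lymphocyte list by 0.094 and 0.112, but the adipocyte list rose too (0.073 and 0.104). Uneven signal by brightness may contribute, with a correlation of the deviation with the mean level of -0.362 in fasted 3 and -0.204 in refed 2, where the latter is too weak to settle it. No biological explanation was tested.

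The resemblance of the fasted minus refed change to the authors' livKOR minus livWTR change may come from refed arrays that both comparisons are likely to share. The observed covariance of 0.01273 lay within the middle 95% of covariances simulated for unchanged groups that share them (-0.00492 to 0.0307), and 21.0% of 10000 draws gave at least as much. An effect of livKOR that resembles fasting is neither shown nor excluded by this, and it stays open.

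Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many changed genes as the real one, which is the real split itself with 651, and the highest of the other splits gave 0. With 10 splits the share cannot fall under 0.05. At an unadjusted limma p under 0.05 the real split gave 3041 genes and the others 196 to 2316. The highest of these set fasted 1, fasted 2 and refed 3 against the rest. The other splits mix the conditions, so the difference between conditions adds to their spread and lowers their counts.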
